A study of Homo sapiens with 12 samples. Its data were reported in "mRNA structural elements immediately upstream of the start codon dictate dependence upon eIF4A helicase activity" (2019).

How the data were processed

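The data come from Structure-seq2, in which dimethyl sulphate (DMS) methylates unpaired A and C in living cells and random-primed reverse transcription stops 1 nucleotide 3′ of the modified base. MCF7 cells, an established breast cancer line, had received hippuristanol at 150 nM or the DMSO vehicle at 0.07% for 1 h, and then 50 mM DMS or no DMS for 10 min, with 250 mM DTT to quench the reagent. Treatment and DMS state make 4 groups of 3 libraries. The labels give no sequencing date or batch. The paper's methods state that the libraries were mixed and sequenced as a single pool, and give no batch for cell treatment or library preparation.

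The authors trimmed reads with cutadapt, mapped them with Bowtie2 to an MCF7 transcriptome built from long reads, keeping reads that map to several transcripts, and filtered the alignments with SAMtools. Their versions stand in the paper's methods and not in the labels. The 12 deposited files of this kind hold raw stop counts at every transcript position, with no normalization. A read shared by several isoforms is counted in each, so library totals exceed the number of molecules, and no removal of duplicates is described. The other 6 deposited files hold a reactivity score at every A and C, made by the authors with StructureFold2. For each transcript, the natural logarithm of stops plus 1 was divided by its transcript mean, the DMS(−) value of the same treatment and replicate number was subtracted from the DMS(+) value, negative values were set to 0, the result was divided by a scale factor taken for each transcript from control replicate 1, and scores were capped at 7. This formula was checked against the files at 2381474 positions, where recomputed and deposited scores differed by at most 0.01 at 99.7% to 99.9% of positions in each of the 6 files. The score is relative to a transcript's own mean, so it carries no absolute level of modification.

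No reference sequence for these long-read transcripts was at hand, and the files do not pair their transcript IDs with gene names. Untranslated regions, coding sequences, gene lists, GC-rich motifs, RNA classes and A or C taken alone were therefore not analysed here, and whole transcripts are given by the IDs in the files, with positions counted from 1 at the 5′ end. Coverage was the number of stops at A and C over the number of A and C in a transcript. Of 55770 transcripts, 26829 had a coverage of at least 1 in all 6 DMS(+) libraries. A 5′ end filter kept transcripts whose DMS(−) stops per nucleotide in the first 10 nt were at least 1.5 times those of the whole transcript in both treatments. The second part of the ID was taken as the locus (16868 loci), and the transcript with the most DMS(−) stops per nucleotide stood for it. With both filters 2999 transcripts remained, with a median length of 1480 nt (317 to 8654 nt). The last 125 nt at the 3′ end were left out.

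RNA abundance was tested on DMS(−) stops per locus with limma 3.58.1 (variance trend on) in R 4.3.3, after median-of-ratios scaling and conversion to log2 CPM, counts scaled to library size, with a prior count of 0.5, for loci with a mean of at least 50 stops. A test made for counts (edgeR) had been chosen at first, but the stop files mix ID lines with counts and their columns could not be declared as a count table, so limma took its place. The same tool tested the mean score of each transcript and of non-overlapping 20-nt windows with at least 5 A or C. The windows used the replicate number as a block, as the study's own window test did. Adjusted p-values are Benjamini-Hochberg values, with a threshold of 0.05. The limma code was tested on simulated data with known changes. The variance prior that limma estimated for mean scores per transcript had infinite degrees of freedom, so those standard errors came from the trend over transcripts and not from each transcript's own replicates.

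Group means per library were compared with 2-sided exact permutation tests, for which 3 against 3 libraries allow no p below 0.1. Across transcripts, 95% confidence intervals, sign-flip permutation tests with 100000 resamples and permutation tests of correlations were used. Transcripts within a library are not independent replicates, so these describe the spread over transcripts only. Intervals cover counting and sampling error only. The positional profile used transcripts of at least 600 nt and scores divided by the transcript mean. The Gini coefficient, a measure of how unevenly scores are spread along a transcript, was taken on scores averaged over replicates and also in each replicate. Numpy 2.4.6, scipy 1.17.1 and Python 3.11.15 were used for these steps, and matplotlib 3.10.9 for the plots.

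Groups, tests, the first set of alternatives and the rule for naming transcripts were fixed before the data were examined. By that rule, transcripts or windows past the adjusted threshold with all 3 hippuristanol values on one side of the control values are named, and where none passes, those with the smallest p in each direction are given and said not to pass. Here at most 2 are given in each direction. Alternatives covered the coverage minimum, the 5′ filter, the 3′ trim, scaling, the logarithm, window length, the replicate block and leaving out each library. Added later, after results had been seen, were a common DMS(−) background, thinning of all libraries to an equal number of stops, changes to limma's variance prior, library weights and total-stop scaling for abundance, the profile without logarithm and median scaling for windows. The DESeq2 alternative was not run, for the same reason as edgeR.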

Results

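Reverse transcription stops were mapped in MCF7 cells to ask how RNA structure changes when eIF4A, the RNA helicase that prepares mRNA leaders for ribosome loading, is blocked by hippuristanol. The data were 4 groups of 3 libraries: control without DMS, control with DMS, hippuristanol without DMS and hippuristanol with DMS. In the files, control DMS(−) replicates 1, 2 and 3 held 312653187, 266844211 and 354057816 stops. Control DMS(+) replicates held 537144778, 462096565 and 465827880. Hippuristanol DMS(−) replicates held 326221948, 363533078 and 317016121, and hippuristanol DMS(+) replicates 528287743, 660355962 and 437145833. A further 6 files gave the reactivity score at A and C for each treatment and replicate. In the DMS(−) libraries, 14.2% to 17.5% of transcript positions had any stop, except in control replicate 3, where 7.05% had. The DMS(+) libraries had stops at 19.4% to 26.9% of positions. The paper calls the replicates biological but does not say how the cultures were kept apart, so p-values measure the spread between these libraries.

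The comparison of DMS(+) with DMS(−) libraries asked whether stops mark methylated A and C. In the 6 DMS(+) libraries, 85.4% ± 0.571 (SD, n = 6) of stops fell at A or C, against 48.3% ± 1.62 (SD, n = 6) in the 6 DMS(−) libraries. The difference was 37.1 percentage points, far above the spread between libraries (2-sided exact permutation p = 0.00216). Full-length cDNA, which reached the first nucleotide, made up 0.616% ± 0.0812 (SD, n = 6) of DMS(+) stops and 3.68% ± 0.418 (SD, n = 6) of DMS(−) stops (exact permutation p = 0.00216). Hippuristanol and control did not differ beyond the spread between libraries in the A and C share, with exact permutation p = 0.4 with DMS and 0.9 without. For full-length cDNA these exact p-values were 0.4 with DMS and 1 without, where 0.1 is the smallest that 3 against 3 libraries allow.

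Stop patterns were then compared between libraries, to see how well replicates matched and whether treated cells differed from control cells. Across A and C positions of the analysed transcripts, replicate libraries of the same group correlated with Pearson r of 0.916 to 0.996 without DMS and 0.841 to 0.964 with DMS. Between hippuristanol and control libraries, r was 0.912 to 0.996 without DMS and 0.565 to 0.805 with DMS. On the logarithm of stops the DMS(+) ranges overlapped, at 0.867 to 0.905 within and 0.797 to 0.872 between treatments. Positions are not independent replicates, and positions with many stops weigh heavily in these values.

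Stop patterns were also compared inside single transcripts. For each of the 2999 transcripts, the logarithm of stops was correlated along the sequence. The median r in DMS(+) libraries was 0.820 within a treatment and 0.752 between treatments, and the difference was above 0 in nearly every transcript (over 0.01 in 99.8%). In DMS(−) libraries the medians were 0.666 and 0.666. Among the 10 ways to split the 6 DMS(+) libraries 3 against 3, the split by treatment gave the largest difference, 0.0692, and the next gave 0.00777 (exact p = 0.1, the smallest possible). Individual pairs of DMS(+) libraries had medians of 0.796 to 0.848 within and 0.683 to 0.796 between treatments, so the ranges met at control replicates 1 and 3 and at replicate 2 of both treatments.

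**Figure D1:**
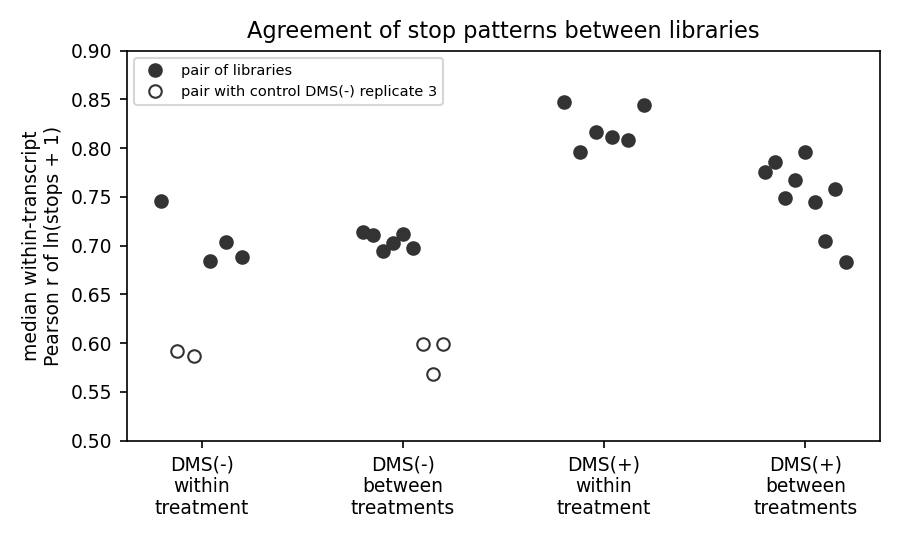
Each point is a pair of libraries, placed by the median over 2999 transcripts of the Pearson r of ln(stops + 1) along the transcript (y axis, no unit), in 4 classes of pair. The DMS(+) pairs within a treatment lie at 0.796 to 0.848 and those between treatments at 0.683 to 0.796, and the DMS(−) pairs with control replicate 3 (open points) lie lowest.

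RNA abundance was compared between hippuristanol and control in the DMS(−) libraries, where stops of random-primed cDNA follow the amount of RNA. No locus passed: limma called 0 of 14136 loci at an adjusted p of 0.05, and 204 had an unadjusted p below 0.05, fewer than the 5% expected of random p-values. The log2 fold changes had a standard deviation of 0.31 and a median size of 0.15, with a median standard error of 0.21. A change over 1 on the log2 scale was estimated for 133 loci. In 997 loci (7.05%) all 3 hippuristanol values lay on one side of the 3 control values, where chance gives 10%. Loci correlated between treatments at r = 0.925 to 0.992 and between control replicates at 0.930 to 0.99, across loci, which are not independent replicates. The transcript models carry no gene names, so no gene is named for this comparison.

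The mean reactivity score of a transcript was compared next, a relative measure of DMS stops at A and C over the DMS(−) background. Averaged over the 2999 transcripts, control replicates scored 0.256, 0.265 and 0.385, and hippuristanol replicates 0.278, 0.264 and 0.260. The group means were 0.302 ± 0.0720 (SD, n = 3) in control and 0.268 ± 0.00916 (SD, n = 3) in hippuristanol, a difference of −0.0344 that was within the spread between replicates (exact permutation p = 0.8). On scores averaged over replicates, 98.5% of transcripts were lower in hippuristanol, with a 95% interval across transcripts of −0.0351 to −0.0337 and a sign-flip permutation p of 1e-05, the smallest these permutations can give. That direction rested on control replicate 3. Without it, control averaged 0.261, the difference was 0.00706 and 24.9% of transcripts were lower in hippuristanol (exact permutation p = 0.6).

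When the stops of all 6 DMS(−) libraries were pooled and subtracted from each DMS(+) library alike, control replicates scored 0.234, 0.238 and 0.241 and hippuristanol replicates 0.247, 0.220 and 0.253. The difference was then 0.00199, with 35.4% of transcripts lower in hippuristanol (exact permutation p = 0.9). Its sign hung on single libraries, with −0.00141 without hippuristanol replicate 1, −0.00440 (59.5% lower) without hippuristanol replicate 3, 0.0118 (17.8% lower) without hippuristanol replicate 2, 0.00367 without control replicate 3 and 0.000238 without control replicate 1, so no direction was shown. Scaling each library to its median left a difference of −0.00410, with 56.3% of transcripts lower (exact permutation p = 0.3).

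**Figure D2:**
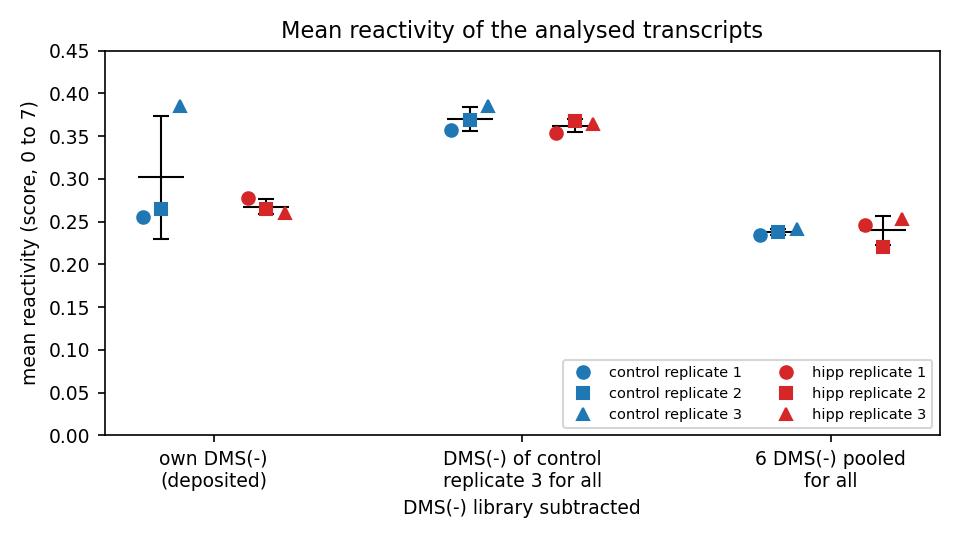
The mean reactivity score (y axis, a score from 0 to 7) of the analysed transcripts is shown for each replicate, with mean and SD (n = 3), by the DMS(−) library subtracted. Control replicate 3 lies at 0.385 with its own background, and all 6 replicates lie between 0.220 and 0.253 with the pooled one.

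Single transcripts were tested for a change in mean score beyond the spread between replicates. None passed, since limma called 0 of 2999 transcripts, with 21 at an unadjusted p below 0.05. In 106 transcripts (3.53%) the values of the 3 hippuristanol replicates did not overlap those of the 3 control replicates, against a chance share of 10%, and 105 of these were lower in hippuristanol, where the high scores of control replicate 3 leave little room for separation on the other side. With the pooled DMS(−) background 242 transcripts (8.07%) were separated. The smallest p among lower transcripts belonged to PB2015.9096.1, which scored 0.128 ± 0.0672 (SD, n = 3) in control and 0.0467 ± 0.0364 (SD, n = 3) in hippuristanol. Its difference of −0.0814 (SE 0.0203) did not pass (limma adjusted p = 0.183), but it was called at a coverage minimum of 0.5 or 5 and with 300 nt trimmed. PB2015.6292.1 scored 0.196 ± 0.0522 (SD, n = 3) in control and 0.117 ± 0.0373 (SD, n = 3) in hippuristanol (limma adjusted p = 0.812). On the higher side, PB2015.3351.1 scored 0.151 ± 0.0576 (SD, n = 3) and 0.192 ± 0.0279 (SD, n = 3), and PB2015.6590.1 scored 0.272 ± 0.0616 (SD, n = 3) and 0.306 ± 0.0401 (SD, n = 3), neither past the threshold (limma adjusted p = 0.812 for both). Without control replicate 3, limma called 11 transcripts, 8 lower and 3 higher, among them PB2015.9096.1 (difference −0.119), PB2015.6292.1 (−0.0723) and PB2015.6590.1 (0.0698). The files do not pair these IDs with names.

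With the pooled DMS(−) background, limma called 51 of 2998 transcripts, 49 lower and 2 higher in hippuristanol. Of the 51, 48 had non-overlapping replicates, and 18 had an unadjusted p below 0.05 on the deposited scores. On the deposited scores 48 were lower in hippuristanol, but so were 98.5% of all transcripts, so this adds no support. PB2015.1091.3 scored 0.487 ± 0.0495 (SD, n = 3) in control and 0.348 ± 0.0421 (SD, n = 3) in hippuristanol (limma adjusted p = 0.000488, or 0.00285 without the variance trend). It was lower in 3 of 3 hippuristanol replicates, but the rule for naming transcripts required such separation, so it adds no support. PB2015.9096.1 scored 0.256 ± 0.0503 (SD, n = 3) and 0.122 ± 0.0474 (SD, n = 3), again lower in 3 of 3 (limma adjusted p = 0.00441 without the variance trend). PB2015.3332.1 scored 0.149 ± 0.00797 (SD, n = 3) and 0.182 ± 0.0153 (SD, n = 3), higher in 3 of 3 (limma adjusted p = 0.0106), and the other higher transcript was PB2015.6590.1 (difference 0.0577). This count depended on how limma pooled variances, and without the variance trend it was 6, all lower, so PB2015.3332.1 and PB2015.6590.1 were no longer called. It also depended on single libraries, with 311 transcripts called without hippuristanol replicate 2 (257 of them higher), 30 without control replicate 1 and 22 without control replicate 2, none of the 30 or the 22 higher.

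Windows of 20 nt were compared to find local changes inside transcripts. Of 231858 windows, 38107 (16.4%) had all 3 hippuristanol scores on one side of the 3 control scores, where chance gives 10% and the 9 other splits of the 6 files gave 6.16% to 11.3%. Hippuristanol was lower in 22326 of them and higher in 15781, where the high scores of control replicate 3 leave less room for separation on the higher side. With the pooled DMS(−) background 57843 windows (25.0%) were separated, 31363 lower and 26480 higher in hippuristanol, and other splits gave 3.55% to 14.7%. On the deposited scores no single window passed, since limma called 0 with replicate number as block at an adjusted p of 0.05 or 0.25 (20992 at an unadjusted p below 0.05) and 0 without the block (25288). With the pooled background it called 0 with the block (36398 at an unadjusted p below 0.05) and 93 without it, 40 higher and 53 lower in hippuristanol.

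Among windows with higher scores in hippuristanol, the smallest p was in nt 81 to 100 of PB2015.9482.1, at 0.267 ± 0.151 (SD, n = 3) in control and 1.81 ± 0.185 (SD, n = 3) in hippuristanol. In nt 141 to 160 of PB2015.15304.5 the score was 0.254 ± 0.205 (SD, n = 3) in control and 1.54 ± 0.289 (SD, n = 3) in hippuristanol. Among lower windows, nt 1101 to 1120 of PB2015.9034.1 scored 0.0943 ± 0.00391 (SD, n = 3) in control and 0 in all 3 hippuristanol replicates. In nt 261 to 280 of PB2015.92.1 the control score was 0.0787 ± 0.00206 (SD, n = 3) and again 0 in all 3 hippuristanol replicates. These values of 0 are the floor of the score, where negative values were set to 0, so they show no spread between replicates. On the deposited scores these 4 windows did not pass (limma adjusted p = 0.529). Each was separated in 3 of 3 replicates, but they were picked for the smallest p among all windows, so this adds no support.

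**Figure D3:**
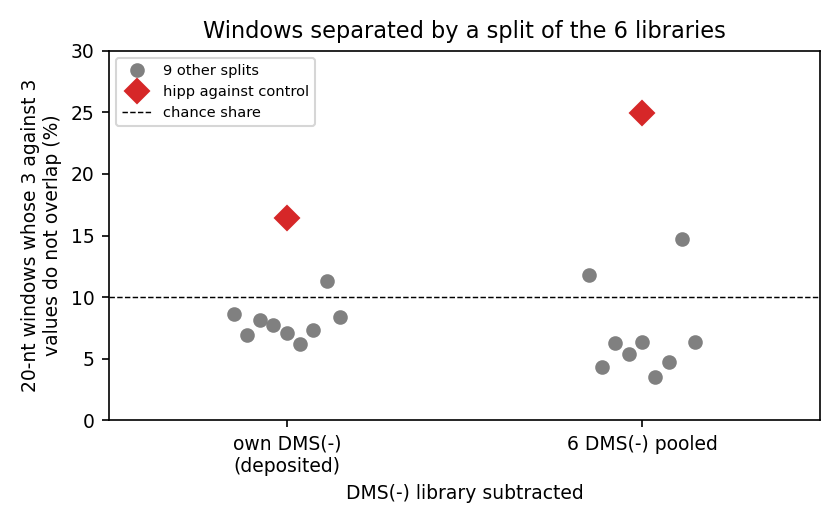
The share of 20-nt windows (y axis, %) whose 3 against 3 values do not overlap is shown for hippuristanol against control (diamond) and for 9 other splits of the 6 libraries (circles), with 2 choices of DMS(−) library. Hippuristanol against control gave 16.4% and 25.0%, above every other split and above the chance share of 10% (dashed line).

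Reactivity was not even along transcripts. The deposited scores were lowest at the 5′ end, where the first 20 nt reached 0.612 ± 0.0382 (SD, n = 3) of the transcript mean in control and 0.543 ± 0.0623 (SD, n = 3) in hippuristanol. They were highest shortly after, at 1.29 ± 0.0879 (SD, n = 3) and 1.27 ± 0.113 (SD, n = 3) in nt 61 to 100, and then declined to 0.793 ± 0.0364 (SD, n = 3) and 0.818 ± 0.0420 (SD, n = 3) in the last 20% of the transcript. That the 5′ end was lowest depended on the logarithm in the score. Without the logarithm the first 20 nt lay at 1.17 of the transcript mean in control and 1.05 in hippuristanol, above the last 20% at 0.778 and 0.808. They still lay below nt 61 to 100, at 1.71 and 1.73. With the pooled background the group means were still lowest in the first 20 nt, at 0.675 in control and 0.705 in hippuristanol. This did not hold in every replicate. Control replicate 1 had 0.814 there and 0.759 in the last 20%, and hippuristanol replicate 1 had 0.890 and 0.768. Hippuristanol and control did not differ beyond the spread between replicates in the first 20 nt (difference −0.0693, exact permutation p = 0.2), the first 20% of the transcript (−0.0207, exact permutation p = 0.7) or the last 20% (0.0243, exact permutation p = 0.5). Neither difference at the 5′ end kept its direction. With the pooled background they were 0.0301 and 0.0238, and these turned back to −0.0569 and −0.0248 without control replicate 3 and to −0.0623 and −0.0218 without hippuristanol replicate 1. On the deposited scores the first 20% turned without control replicate 1, to 0.00934, and without hippuristanol replicate 2, to 0.0121.

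**Figure D4:**
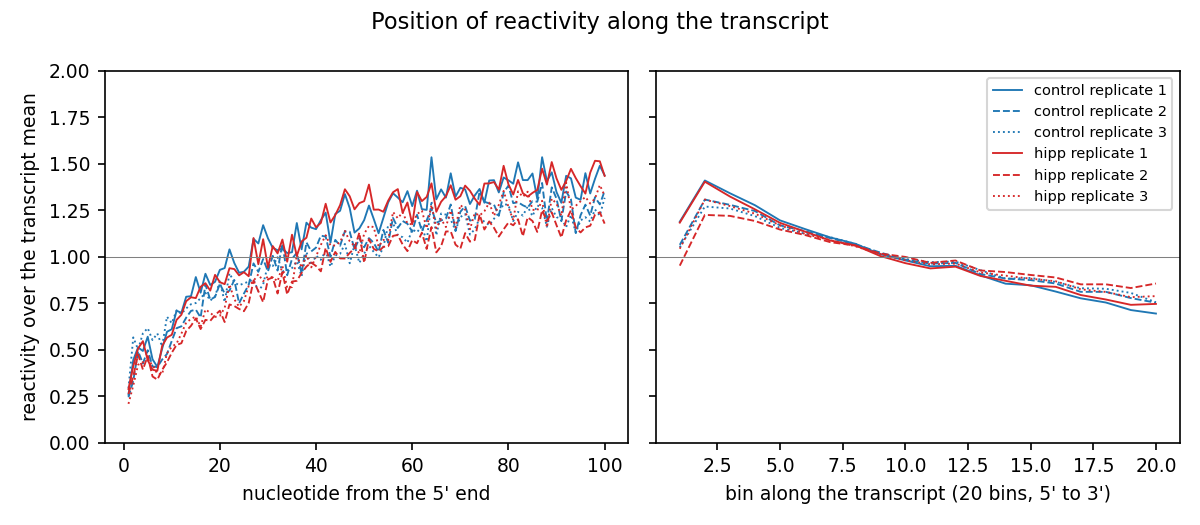
The reactivity score over the transcript mean (y axis, no unit) is drawn for each replicate over the first 100 nt (left, nucleotides) and over 20 bins of the transcript (right, 5′ to 3′). On these deposited scores all 6 replicates are low in the first 20 nt and decline towards the 3′ end, and the lines of the treatments are intermixed.

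The Gini coefficient asked whether reactivity became more uneven within transcripts. On averaged scores it was 0.577 in control and 0.618 in hippuristanol, higher in hippuristanol in 96.9% of transcripts. Replicate by replicate, control had 0.716, 0.70 and 0.636 and hippuristanol 0.742, 0.686 and 0.725, a difference of 0.0339 that was within the spread between replicates (exact permutation p = 0.4). Without control replicate 3, the difference on averaged scores turned to −0.0269 and 6.47% of transcripts were higher in hippuristanol, but this sets an average of 2 files against an average of 3. The means of the single replicates were then 0.708 in control and 0.718 in hippuristanol. With the pooled background the difference on averaged scores was 0.0334, with 95.9% of transcripts higher. Replicate by replicate, it was again within the spread between replicates (exact permutation p = 0.3). Hippuristanol replicate 2, at 0.672, lay below control replicates 1 and 2, at 0.701 and 0.683. The mean over single replicates differed by 0.0172 without control replicate 3 (exact permutation p = 0.6).

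The largest local change in a transcript was related to its length, because longer leaders were of interest in the study. Across 2999 transcripts, length correlated with the most negative 20-nt window difference (Pearson r = −0.313, Spearman rho = −0.366) and with the most positive one (Pearson r = 0.335, Spearman rho = 0.389). Each of the 4 permutation p-values was 1e-05, the smallest these permutations can give, and transcripts are not independent replicates. Other splits of the same 6 files gave Pearson r of −0.413 to −0.315 for the most negative and 0.328 to 0.414 for the most positive window, so the relation was no stronger for hippuristanol against control. Pairs of single replicates of one treatment, without control replicate 3, gave −0.449 to −0.368 and 0.388 to 0.485. An extreme over more windows grows with their number, so the relation also arises without a treatment difference. The median most positive window was 0.540, where other splits gave 0.281 to 0.405. The median most negative window was −0.424, where other splits gave −0.390 to −0.236, but it was −0.363 without control replicate 3 and −0.318 with the pooled background. In these settings the median most positive window was 0.555 and 0.728. Other splits were taken only on the deposited scores of all 6 files, so their ranges are no measure for either setting.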

Values the study reported

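The study reported that more than 85% of stops in DMS(+) samples fell at adenines and cytosines. Correlations between biological replicates over the whole transcriptome were given as 0.71 to 0.84 for DMS(−) and 0.85 to 0.88 for DMS(+) samples, and as above 0.91 after a coverage threshold of one. Of 55,770 transcripts, 26,820 were stated to pass that coverage. With dStruct at a false discovery rate of 0.25, the study counted 27,396 windows with different reactivity in 4087 transcripts.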

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

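The exchange of backgrounds, the pooled background and the thinning that bear on control replicate 3 were chosen only after its values had been seen, while the tests of the DMS(+) stop patterns were written down before their results. In 12 sets of 6 values that were checked for a value far from the other 5, 2 such values were found, where chance gives about 1 in 20 sets.

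The DMS(−) library of control replicate 3 had stops at 7.05% of transcript positions, far below the 14.2% to 17.5% of the other 5 DMS(−) libraries, although it held 354057816 stops. The mean reactivity of control replicate 3 was 0.385, far above the 0.256 to 0.278 of the other 5 replicates. Its DMS(+) library was argued against as the main source of the higher score, since with the pooled background it scored 0.241, inside the range of the others. A smaller part was not excluded. With the sparse background subtracted from all 6, control replicate 3 was still highest, at 0.385 against 0.354 to 0.369. A difference in total stops was argued against by 0.395 after thinning. Equal totals cannot fill the empty positions of the sparse library, so thinning does not speak to its low share of positions. A relative score leaves the modification level itself open. This DMS(+) library had the highest A and C share (86.0%) and the lowest full-length share (0.472%) of the 6 DMS(+) libraries. A candidate explanation is the sparse DMS(−) library, because subtracting it from the other 5 DMS(+) libraries gave 0.354 to 0.369, and giving control replicate 3 the other backgrounds lowered it to 0.273 to 0.299, while thinning the other 5 replicates' own backgrounds to the same share of positions gave 0.337 to 0.350 and so part of the rise. What made that library sparse stays open, and no biological explanation was tested, since its group label is that of replicates 1 and 2.

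Stop patterns of DMS(+) libraries correlated less between treatments than within them by the median over transcripts, although single pairs of libraries overlapped. Differences in RNA abundance were argued against, because the gap appeared inside single transcripts and exceeded 0.01 in 99.8% of them, and a difference present without DMS was argued against by a median gap of −0.000952 in DMS(−) libraries (−0.0160 to 0.0159 when 1 library was left out, above 0 without control replicate 1 or, at 0.0153, without control replicate 2). Positions with very many stops did not account for it, since the gap was 0.0645 without the 1% of positions with most stops, nor did depth, since it was 0.0649 after thinning. Leaving out 1 library at a time gave gaps of 0.0488 to 0.0731, and the 10 splits are too few for a share under 0.05 (0.0692 for the real split, 0.00777 for the highest other). A change of RNA structure or of protein binding under hippuristanol could account for the gap, and so could a difference in how cells or DMS(+) libraries of the treatments were handled before the libraries were pooled for sequencing, which the labels do not record and which was not tested.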

How the results depend on the processing

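The pooled DMS(−) background, thinning, the profile without logarithm, median scaling of windows, total-stop scaling, library weights and the changes to limma's variance prior were chosen only after results had been seen. Of 155 alternative values, 137 kept the direction and side of the threshold, or a count or correlation near its first value. This tally is no measure of robustness. Exact tests of 3 against 3 libraries cannot fall below 0.1, so such values could move only by a change of direction. The mean reactivity differences were also counted under both the library and the transcript test. The difference in A and C stops stayed at 36.7 to 37.4 points with 1 library left out. For RNA abundance limma called 0 loci in each of 14 alternatives, with 70 (without hippuristanol replicate 3) to 863 (library weights; 548 without control replicate 3) unadjusted p-values below 0.05. For 20-nt windows it called 0 in each of 13 alternatives that changed 1 choice. Splits of the 6 libraries were too few for a share under 0.05, and limma counts were 0 in 10 of 10 splits for loci (204 unadjusted), transcripts (21) and windows without the block (25288), with a highest other of 0. With the pooled background and no block, windows gave 93 calls in the real split and 0 in the highest other of 10, and transcripts gave 51 and 6.

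Counts of transcripts with a changed mean score moved from 0 to 1 at a coverage of 0.5, at a coverage of 5, with 300 nt trimmed and with a robust variance prior (PB2015.9096.1 in each), to 1 without the 5′ filter (PB2015.12396.2, named after its values were seen), to 7 without the logarithm and to 51 with the pooled background. Leaving out 1 library gave 0 to 11, the highest without control replicate 3. The mean reactivity difference was 0.00199 with the pooled background and −0.0574 to 0.00706 with 1 library left out, positive only without control replicate 3. With replicate number as block it was −0.0344 (pairs 0.0220, −0.000637 and −0.125, exact p = 0.75), by a test that cannot reach 0.05 with 3 pairs. Residuals of equal numbers correlated at −0.0396, 0.391 and 0.0896, and those of unequal numbers at −0.344 to 0.249. Whether the numbers act as pairs therefore stays open. The first 20 nt differed by 0.0301 with the pooled background and by −0.105 to −0.050 with 1 library left out. The first 20% of the transcript differed by 0.0238 with the pooled background, by 0.00471 without the logarithm and by −0.0552 to 0.0121 with 1 library left out, positive without control replicate 1 (0.00934) or hippuristanol replicate 2. The last 20% ranged from 0.00223 to 0.0440, but with the pooled background it turned to −0.00252 without control replicate 1 and to −0.00657 without hippuristanol replicate 2. The Gini difference ranged from −0.0269 (without control replicate 3) to 0.0897, where averaging fewer files itself raises the coefficient. Correlations with length ranged from −0.353 to −0.297 and from 0.325 to 0.359 with 1 library left out, and over all alternatives from −0.353 to −0.225 (pooled background) and from 0.240 (coverage of 5) to 0.359. Except where a left-out library or the background is named, the cause was not tested. DESeq2, the region, motif, RNA class, gene list and single-base alternatives were not run. In simulations without the shift between libraries, limma recovered 30.9% and 78.1% of log2 changes of 1 and 2 in abundance. It recovered 44% and 79% of changes of 0.05 and 0.1 in mean score, and 14% and 36% of 0.5 and 1 in windows. False calls were 4, 8 and 1. Such recovery limits what counts of 0 exclude. Real scores kept that shift.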

Other observations

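The tests of position and extent given here were written down before their results, and the split of transcripts into equal groups by length or coverage was made only after the group means had been seen. Shorter transcripts and transcripts of higher coverage scored higher in every library. In the 1000 transcripts of lowest coverage control replicates scored 0.218, 0.228 and 0.309 and hippuristanol replicates 0.236, 0.232 and 0.221, and in the 1000 of highest coverage 0.304, 0.311 and 0.476, and 0.33, 0.301 and 0.311. In the 999 shortest transcripts control replicates scored 0.283, 0.292 and 0.429 and hippuristanol replicates 0.307, 0.285 and 0.287. In the 1001 longest they scored 0.231, 0.241 and 0.344, and 0.251, 0.245 and 0.236. Hippuristanol differed from control by −0.0420 in the shortest and −0.0283 in the longest, within the spread between replicates in both (exact permutation p = 0.7 and 0.9), and by −0.000973 and 0.00378 with the pooled DMS(−) background.

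A first hypothesis was that local changes under hippuristanol may gather near the 5′ end, where eIF4A acts. The share of separated windows in the first 20% of transcripts was 1.08 times that of the rest. This was below the 1.1 fixed as the lower bound, so the test argued against a gathering of all separated windows there. Untranslated regions could not be located here, so the test cannot speak for changes in leaders. By direction, windows lower in hippuristanol made up 10.9% of the first 20% of transcripts, 9.30% of the rest and 7.60% of the last 20%. Windows higher in hippuristanol made up 6.55%, 6.87% and 7.23%, so on the deposited scores the ratio merged opposite trends. Chance gives 10% for both directions together. With the pooled DMS(−) background the ratio was 1.07, and higher windows made up 12.4% of the first 20% and 11.4% of the last, so their trend along the transcript depended on the background. Lower windows made up 13.9% and 11.5% with that background, again fewer in the last 20%.

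A second hypothesis was that changes may extend over more than 1 window. With the transcript mean removed, differences of adjacent windows correlated at r = 0.159, against 0.161 to 0.329 for the other 9 splits. With the pooled DMS(−) background it was 0.211, within the 0.0715 to 0.502 of the other splits. Neither lay above the other splits, so the correlation was no stronger for hippuristanol against control than for mixed groups of libraries. Those splits are no baseline without extent, since each mixes the treatments and their differences also correlated between adjacent windows. The test therefore cannot decide whether changes extend over more than 1 window.

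With replicate number as block, the number of windows past a false discovery rate of 0.25 was 0 here, on the deposited scores and with the pooled background. The test was limma in place of dStruct, in windows of fixed length and, on the deposited scores, 2999 transcripts after stricter filters. Without the block, the pooled background gave 93 windows at the stricter 0.05. These counts are lower than the value quoted from the study above, but the differences in method mean that they are not directly comparable.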
